# Characterization of Sheep Milk Extracellular Vesicle-miRNA by Sequencing and Comparison with Cow Milk

**DOI:** 10.3390/ani10020331

**Published:** 2020-02-20

**Authors:** Suyu Quan, Xuemei Nan, Kun Wang, Linshu Jiang, Junhu Yao, Benhai Xiong

**Keywords:** sheep, cow, milk, extracellular vesicle, miRNA

## Abstract

**Simple Summary:**

Milk provides significant health benefits for mammals, especially as the primary nutrient sources of neonates. Milk was recognized as the epigenetic “doping system” during mammalian development in recent research due to the bioactive component extracellular vesicles, which can act as mediators of intercellular communication, and even as signal carriers between different individuals, especially mothers and babies, by the containing regulatory miRNAs. It is widely accepted that although cow milk is generally more consumed by humans, sheep milk is more suitable for infants. However, compared with cow milk, few studies have focused on the sheep milk extracellular vesicles, which select specific types of miRNA to encapsulate. This study clarified the sheep milk extracellular vesicle-miRNA profiling by sequencing and made a comparison with that of cow milk. The results of this study provide more documents for the milk bioactive components in different species.

**Abstract:**

Milk can mediate maternal-neonatal signal transmission by the bioactive component extracellular vesicles (EVs), which select specific types of miRNA to encapsulate. The miRNA profiling of sheep milk EVs was characterized by sequencing and compared with that of cow milk. Nanoparticle tracking analysis revealed that the concentration of sheep milk EVs was 1.3 ± 0.09 × 10^12^ particles/mL and the diameter was peaked at 131.2 ± 0.84 nm. Sheep milk EVs contained various small RNAs, including tRNA, Cis-regulatory element, rRNA, snRNA, other Rfam RNA, and miRNA, which held about 36% of all the small RNAs. In total, 84 types of miRNA were annotated with *Ovis aries* by miRBase (version 22.0) in sheep milk EVs, with 75 shared types of miRNAs in all samples. The miR-26a, miR-191, let-7f, let-7b and miR-10b were highly expressed both in cow and sheep milk EVs, and 14 sheep milk EV-miRNAs in the top 20, occupying 98% of the total expression, were immune-related. Although pathway analysis showed different potential functions of cow and sheep milk EV-miRNAs, there were still some shared points: lipid metabolism (phospholipase D, glycerophospholipid and glycosylphosphatidylinositol), calcium metabolism, and nerve conduction (axon guidance and synapse). This study provides reference for the bioactive components in the milk of different species.

## 1. Introduction

Milk provides significant health benefits for both humans and other mammals, especially as the primary nutrient sources for mammals before weaning. Milk helps to shape the intestinal microbiome and contributes to the immune maturation and organ development of infants [1]. Moreover, milk can decrease the risk of allergy, sudden infant death syndrome, respiratory infections, diabetes, obesity, cardiovascular disease, and cancer, and improve cognitive performance [2,3]. Remarkable new findings mainly attribute these beneficial attributes to milk’s bioactive components, mainly referring to the multifunctional macromolecules: lacto globulin, immunoglobulin, lactoferrin, lysozyme [4], and the novel promising extracellular vesicle (EV) [5,6]. Milk EVs have been recommended as relatively stable bioactive food compounds in recent research [7].

EVs are heterogeneous in size and source, including inward budding exosomes and outward budding microvesicles, as well as apoptotic bodies [8]. EVs naturally exist in various bio fluids, such as blood, saliva, urine, amniotic fluid, and milk, and facilitates their regulation of different physiological and pathological intercellular communications [9]. The regulating mechanisms underlying these processes may be enacted through the wrapped proteins (e.g., cytoskeletal, cytosolic, and plasma membrane proteins), lipids (e.g., sphingomyelin, phosphatidylserine, cholesterol and glycosphingolipids), and nucleotides, especially miRNAs [10,11]. Specific miRNAs exert significant influence on mammalian gene expression and protein synthesis as key regulatory factors, involving in cell cycling, proliferation, and differentiation, programmed cell death, immune activating and sensing nutrient stress [12,13,14].

New prevailing techniques such as genomics, metabolomics, proteomics make it possible to clarify the milk components and further illustrate the symbiotic relationship between the mother and the infant [2]. The grow of “nutrigenomics”, elucidating the metabolism of nutrients by high-throughput sequencing technologies, proved another vital role of milk besides providing nutrients, namely intervening in genetics [15]. A previous study supported the role of milk as an epigenetic “doping system” during mammalian development [16]. It is widely accepted that although cow milk is generally more often consumed by humans, sheep milk is more suitable for infants, partially because of the human-like protein and fat content in sheep milk [4]. However, compared with cow milk, few studies have focused on the sheep milk EVs, which wrap selected types of functional proteins and fat, particularly abundant regulatory miRNAs. This study clarified the sheep milk EV-miRNA profiling by sequencing and made a comparison with our previous research on cow milk (GSE142145, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142145). The results of this study provide more documents for the milk bioactive components in different species.

## 2. Materials and Methods

### 2.1. Ethics Statement

This research was approved by the State Key Laboratory of Animal Nutrition, Institute of Animal Science, Chinese Academy of Agriculture Sciences, Beijing, China. All the operations were strictly according to the Directions for Caring of Experimental Animals from the Ministry of Science and Technology, China ([2006] no. 398).

### 2.2. Milk Collection and Whey Preparation

Milk samples of 3 extensive farming sheep (Erdos breed; 2-year-old; 2 parity; mid-lactation) were collected from the Inner Mongolia Academy of Agriculture and Animal Husbandry Sciences. The milk mixture at 08:00 and 20:00 of each sheep was equally mixed together as a sample. All the samples were centrifuged at 2000× *g* for 10 min at room temperature to remove proteins, cells and debris. The translucent middle layer was moved to a new tube and centrifuged at 10,000× *g* for 30 min at room temperature to remove proteins and debris. Notably, the upper layer and lower pellet contained contaminating material that could compromise the quality of EVs. Thus, disturbance should be minimized. The middle layer of milk was centrifuged twice at 10,000× *g* for 10 min respectively at room temperature to further remove proteins and get milk whey.

### 2.3. Isolation of EVs from Milk

The Total Exosome Isolation Kit (from other body fluids) (Invitrogen, catalog no. 4484453, Waltham, MA, USA) was used to isolate sheep milk EVs. All the operations were strictly conducted in accordance with the instructions. Briefly, 400 μL milk whey was taken as a response system and added with 400 μL PBS to clarify milk sample. The clarified milk was added 400 μL Reagent and pipetting up and down until the solution was homogenous. After 30 min of incubation at room temperature, the mixture was centrifuged at 10,000× *g* for 10 min. The supernatant was discarded by pipette. EVs were settled on the bottom of the tube. The EVs were resuspended with 50 μL phosphate buffered solution and centrifuged at 10,000× *g* for 5 min. The EVs were dissolved in the supernatant and transferred in a new tube for further study.

### 2.4. Transmission Electron Microscopy

The milk EV pools from 3 sheep were chosen to carry out the test. The EVs were resuspended with 2% paraformaldehyde (catalog no. 158127, Sigma, St. Louis, MO, USA) instead of phosphate buffered solution, and 5 μL EVs were dropped onto the copper wire, standing at room temperature for 20 min. After being rinsed with phosphate buffered solution 3 times, the EVs were fixed with 1% glutaraldehyde solution (catalog no. G6257, Sigma, St. Louis, MO, USA) for 5 min. Then, the EVs were rinsed 10 times with distilled water and negative dyed with 5.4% uranyl acetate (catalog no. 22400, Electron microscopy sciences, Hatfield, PA, USA) for 5 min. After drying, it was observed using a Transmission Electron Microscope (TEM) (catalog no. FEI Tecnai G2 F20 S-TWIN, Hillsborough, OR, USA).

### 2.5. Particle Size Distribution

Isolated EVs were analyzed by Zeta View Electrophoresis and Brownian Motion Video Analysis Laser Scattering Microscopy (catalog no. S/N 17-310, Particle Metrix, Germany) to identify their physical characterization. The EVs were diluted with phosphate buffer saline and the dilution factor was 20,000. The operations were carried out strictly according to the operating procedures. The software was ZetaView 8.04.02, with camera 0.743 μm/px.

### 2.6. Small RNA Library Construction and Illumina Hiseq Sequencing

Milk RNA was extracted using the miRNeasy Mini Kit (catalog no. 217004, QIAGEN, Germany) following the manufacturer’s instructions. TruSeq Small RNA Sample Prep Kits (catalog no. RS-200-0012, Illumina, San Diego, CA, USA) were used to generate small RNA libraries. Briefly, 3′ adapter and 5′ adapter were ligated to the end of the RNA successively. Reverse transcription and amplification were performed with a polymerase chain reaction machine (catalog no. MyCycler, BIO-RAD, Berkeley, CA, USA). DNA loading dye (catalog no.LC6678, Invitrogen, Waltham, MA, USA) was used to purify the cDNA constructs by RNA gel electrophoresis. The purified cDNA constructs between 147 and 157 nt were recovered with Pellet Paint NF Co-Precipitant (catalog no. 70748, Merck Millipore, Beerlika, MA, USA). The size and purity of the libraries were checked by Agilent Technologies 2100 Bioanalyzer 2100 (catalog no. G2939A, Agilent, Santa Clara, CA, USA). The small RNA libraries were sequenced by Illumina Hiseq Sequencing at Shanghai Ouyi Biomedical Technology co., LTD (Shanghai, China).

### 2.7. Bioinformatics Analysis

The process of bioinformatics analysis was conducted as we did before [17]. Brifely, the low-quality reads, 5′ primer contaminants and poly (A) were removed from raw reads by Cutadapt (version 1.14) (https://cutadapt.readthedocs.io/en/stable/) and the sequences between 15 and 41 nt were retained. FASTX Toolkit (version 0.0.13) (http://hannonlab.cshl.edu/fastx_toolkit/) and NGS QC Toolkit (version 2.3.2) (https://omictools.com/ngs-qc-toolkit-tool) were used to control the quality of Q20 and filter the reads with N bases. Then high-quality clean reads were obtained and used for subsequent analysis. The clean reads were aligned to GenBank databases (http://www.ncbi.nlm.nih.gov/genbank/) to match the reads with reference genome of cow (*Bos taurus*, RefSeq assembly: GCF_002263795.1) and sheep (*Ovis aries*, RefSeq assembly: GCF_002742125.1) respectively, and the percentages of reads aligned to the genome were calculated. The clean reads were further compared with Rfam (version.10.0) (http://www.sanger.ac.uk/software/Rfam) to annotate and filter all types of small RNA. BLAST (https://blast.ncbi.nlm.nih.gov/Blast.cgi) and Rfam (version.10.0) were used to remove transcripts and repeat sequences. The known miRNAs and their structures were annotated by miRBase (version.22.0) database (http://www.mirbase.org/). The unannotated sequences were matched with miRDeep2 (https://www.mdc-berlin.de/content/mirdeep2-documentation) to identify novel miRNAs and their hairpin-structures were predicted by RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi). Bioinformatics and Evolutionary Genomics (http://bioinformatics.psb.ugent.be/webtools/Venn/) was used to calculate the intersections of the miRNA types and draw Venn diagrams. The target genes of the top 20 miRNAs in cow and sheep were predicted by miRanda software (http://miranda.org.uk). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses (https://www.kegg.jp) were performed with predicted target genes and the significance of enrichments in pathways were calculated by hypergeometric distribution test.

### 2.8. Polymerase Chain Reaction (PCR) Verification

We randomly selected 8 known miRNAs to verify the accuracy of the sequencing results by real-time quantitative PCR: oar-miR-199a-3p, oar-let-7c, oar-let-7i, oar-miR-143, oar-miR-200b, oar-miR-10a, oar-miR-103, and oar-let-7f. The primers of the selected miRNAs were presented in Table 1. The cel-miR-39-5p was used as an external standard. The first strand cDNA was synthesized by RevertAid First Strand cDNA Synthesis Kit (catalog no. K1622, Thermo Scientific, Waltham, MA, USA). PCR-iQ5 system (Bio-Rad, Berkeley, CA, USA) was used to perform the reaction. The mixture of 2 μL cDNA (25 ng), 1 μL specific forward primer, 1 μL universal primer, 12.5 μL SYBR Premix Ex TaqTM II (TaKaRa, Dalian, China) and 8.5 μL water was in a reaction system. Each miRNA had three technical replicates. The relative expression of miRNA was calculated based on a standard curve using the 2^−ΔΔCT^ method [18].

## 3. Results

### 3.1. Micrograph and Particle Size Distribution of Sheep Milk EVs

The micrograph of a sheep milk EV is shown in Figure 1. According to the micrograph, the diameter of a sheep milk EVs is about 50 nm and rounded in shape. Nanoparticle tracking analysis of sheep milk EVs is shown in Figure 2. The number of traced particles by the video operator was 1143 ± 50.3 and the average counted particles per frame was 133 ± 0.9. The sheep milk EV diameter was peaked in 131.2 ± 0.84 nm. The concentration of sheep milk EVs was 1.3 ± 0.09 × 10^12^ particles/mL.

### 3.2. Small RNA-Loading EVs Were Abundant in Sheep Milk

The raw reads of all samples were from 18.39 to 30.90 M, with clean reads counted between 16.20 and 9.99 M. The genome alignment rates of all samples were distributed from 66.85% to 89.08%, and the miRNA alignment rates were between 4.24% and 10.50%. The proportion of small RNAs and annotated types of miRNAs in sheep milk EVs are shown in Figure 3. There were several types of small RNAs in the sheep milk EVs, including miRNA, tRNA, Cis-regulatory elements (Cis-reg), rRNA, snRNA, and other Rfam RNA. The miRNAs accounted for about 36% of the small RNAs, while rRNA occupied about 29%. The other Rfam RNAs, tRNAs, snRNAs and Cis-regs took up about 35% in total. The number of miRNA types in each sample annotated by *Ovis aries* database is listed in Figure 3b. A total of 84 types of known miRNAs, with 601 novel miRNAs, were identified in sheep milk EVs, with 75 shared types of miRNAs in all samples.

### 3.3. The Top 20 Highly Expressed EVs in Cow Milk and Sheep Milk EVs

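The cow data were miRNA counts of milk EVs from 6 Holstein cows in mid lactation, sequenced as small RNA libraries on an Illumina instrument. Of these, 3 cows ate a control diet, which was a total mixed ration, and 3 ate a replacement diet, in which whole cotton seed and soybean hull took the place of part of the alfalfa hay. The paper speaks of cow milk without naming a diet, so all 6 cows were used and values per diet are given beside the mean. The EVs of both species were isolated with the same kit according to the sample labels and the methods. The authors aligned the cleaned reads to the cow genome, removed other RNA with Rfam, annotated known miRNAs with miRBase and predicted further miRNAs with miRDeep2. They deposited the reads counted on each mature miRNA without normalization, with 1 column per cow. They also deposited the same counts as RPM, in columns named TPM that have no length term. Each of those values was the count scaled by 1 total per cow, between 12130660 and 13369168 reads. All miRNAs together received 328527, 556489 and 387723 counts in the control cows and 421197, 273652 and 271061 counts in the replacement cows. Known miRNAs received 70490, 161240 and 61156 of these counts in the control cows and 176919, 96254 and 69625 in the replacement cows. The expression of a miRNA was taken as its share of the counts of all known miRNAs in a cow, and the shares were averaged over cows with equal weight. A known miRNA without a count in a cow could still hold a share of up to 0.0017% to 0.00491%, the limit that 3 counts set in the deepest and the shallowest library. Reads copied by PCR are not independent molecules, so these limits and all confidence intervals cover counting error only. No pair of cows on the same diet differed by as little as sampling noise, with a chi-square per degree of freedom from 63.2 to 223. How reads that match several miRNAs were counted, and whether strand was used, is not stated in the paper's text.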

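The known miRNAs were ranked by their mean share over the 6 cows. Among the 20 highest, 19 were cow miRNAs of Table 2. The exception in Table 2 was bta-miR-3600, whose mean share of 0.841% ± 0.304 (SD, n = 6 cows) placed it at rank 21. In its place bta-miR-192 reached rank 18 with 1.06% ± 0.507 (SD, n = 6), and the difference between the 2 miRNAs was smaller than the spread between cows. The ranking of miRNAs with close shares depended on how cows were averaged. With counts pooled over cows or with the mean of the deposited TPM, all 20 cow miRNAs of Table 2 were the 20 highest and stood in the order of Table 2, while the mean of shares kept 11 of them at the same rank. The setting that moved the list most was ranking known and predicted miRNAs together, which left 14 of the 20 among the highest. At the ranks from 3 to 5, bta-miR-486 held 6.83% ± 2.77 (SD, n = 6), bta-miR-151-5p held 5.39% ± 1.04 (SD, n = 6) and bta-miR-423-5p held 4.62% ± 0.672 (SD, n = 6). The difference between the last 2 was within 1 SD. At the lower end, bta-miR-30e-5p held 1.00% ± 0.171 (SD, n = 6). The 20 miRNAs with the highest mean share took 79.9% ± 1.2 (SD, n = 6) of the counts of known miRNAs, and every miRNA of the cow column had at least 241 counts in each cow. Of the 20 cow miRNAs of Table 2, 14 were among the 20 highest in all 6 cows at once. None of the 20 differed between diets at an adjusted p under 0.05 (smallest adjusted p = 0.986, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1 had an unadjusted p under 0.05. Their log2 fold changes, replacement diet over control diet, ran from -1.30 to 0.52. The lowest was that of bta-miR-451, which held 5.65% in control cow 3 against 1.45% in control cow 1 and 1.49% in control cow 2. On the normalized scale of the edgeR test, the diets did not overlap for bta-miR-451 and bta-miR-99a-5p, while in shares they overlapped for all 20. The sequence of bta-miR-3600 is the reverse complement of that of bta-miR-22-3p over 21 nt.

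**Figure D1:**
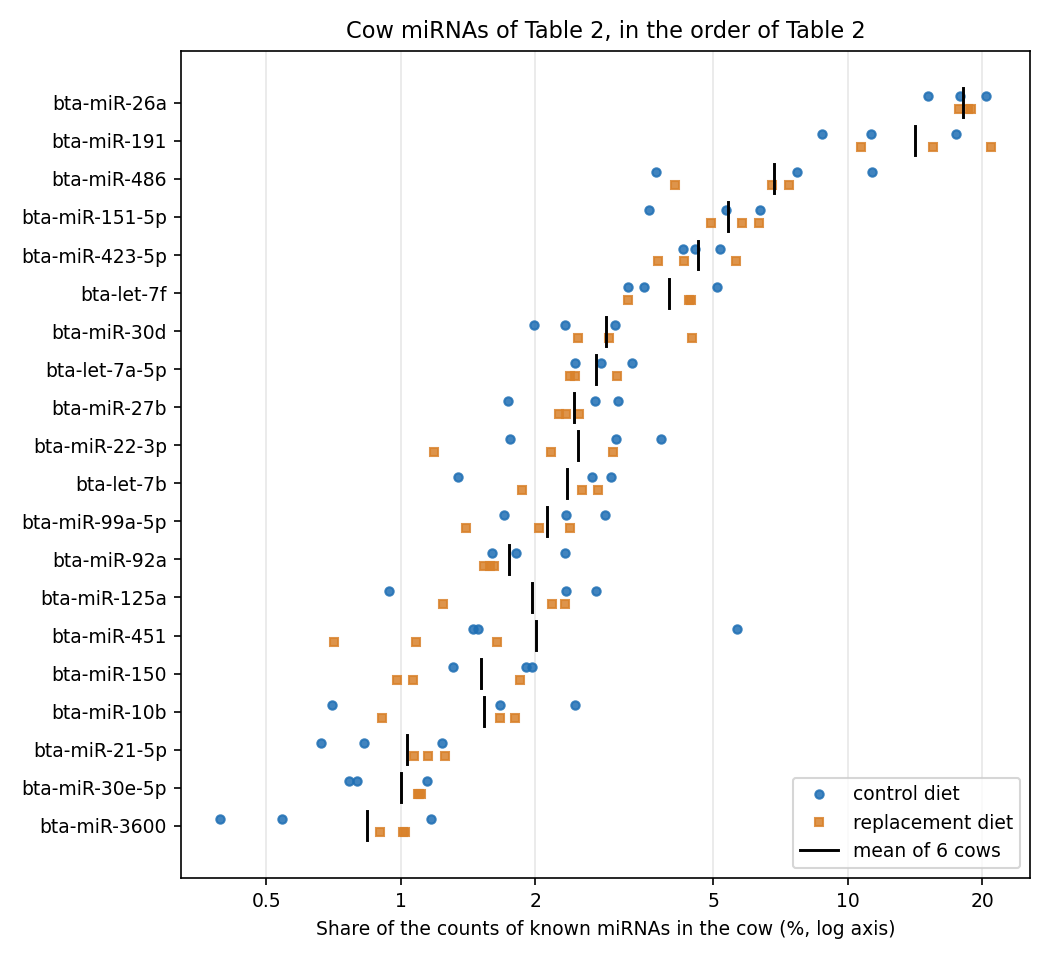
Share of each cow miRNA of Table 2 in the counts of known miRNAs (%, log axis) for the 3 control diet cows (circles) and the 3 replacement diet cows (squares), with the mean of the 6 cows as a black line. The diets overlap for each of the 20 miRNAs, and bta-miR-451 of control cow 3 lies at 5.65%, apart from the other cows.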

The top 20 miRNAs with the highest expression in cow and sheep milk EVs are shown in Table 2. 

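In the cow milk EVs, bta-miR-26a and bta-miR-191 with bta-miR-10b, bta-let-7b and bta-let-7f together held 40.1% ± 5.34 (SD, n = 6 cows) of the counts of known miRNAs. The largest of them was bta-miR-26a, with 18.1% ± 1.73 (SD, n = 6), which ranked first or second in every cow. It was followed by bta-miR-191 with 14.1% ± 4.65 (SD, n = 6), which ranked between 1 and 3. The gap between these 2 miRNAs was smaller than the spread of bta-miR-191, and in replacement cow 1 bta-miR-191 was the higher of the 2. Next was bta-let-7f with 3.99% ± 0.781 (SD, n = 6) at ranks 4 to 7, and then bta-let-7b with 2.36% ± 0.623 (SD, n = 6) at ranks 8 to 15. The lowest of them, bta-miR-10b, held 1.53% ± 0.637 (SD, n = 6). It was outside the 20 highest in control cow 2, at rank 25, and in replacement cow 1, at rank 22. The 5 miRNAs together held 38.2% ± 6.5 (SD, n = 3) on the control diet and 42.0% ± 4.24 (SD, n = 3) on the replacement diet (two-sided exact permutation test, p = 0.4, where 3 cows against 3 cannot give a p under 0.1). With the counts of known and predicted miRNAs as the total, their share was 11.7%. The sheep samples were not analysed here.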

Among all the top 20 EV-miRNAs were miR-26a, miR-191, let-7f, let-7b and miR-10b, which were highly expressed in both cow and sheep milk. Moreover, 13 bovine miRNAs in the top 20, accounting for about 76% of the totality, were immune-related: bta-miR-26a, bta-miR-191, bta-miR-423-5p, bta-let-7f, bta-miR-30d, bta-let-7a-5p, bta-miR-27b, bta-let-7b, bta-miR-92a, bta-miR-125a, bta-miR-451, bta-miR-150, and bta-miR-21-5p. 

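The 13 bovine miRNAs listed as immune-related held 59.5% ± 4.78 (SD, n = 6 cows) of the counts of known miRNAs, with 54.9% in control cow 3 (95% Wilson interval 54.5% to 55.3%) as the lowest and 66.35% in replacement cow 1 (95% Wilson interval 66.1% to 66.6%) as the highest. The share was 58.5% ± 5.31 (SD, n = 3) on the control diet and 60.5% ± 5.08 (SD, n = 3) on the replacement diet, a difference within the spread between cows (two-sided exact permutation test, p = 0.5). The paper's text does not say which total the share refers to, and the total was the choice that moved this value most. Of the counts of the 20 most abundant known miRNAs, the 13 miRNAs held 74.4%, and of the counts of known and predicted miRNAs they held 17.05%. With the 20 cow miRNAs of Table 2 as the total, chosen after seeing the data, they held 74.6%, or 76.4% with pooled counts. In the immune-related list, bta-miR-30d held 2.87% ± 0.878 (SD, n = 6), bta-miR-27b 2.44% ± 0.449 (SD, n = 6), bta-miR-150 1.51% ± 0.447 (SD, n = 6) and bta-miR-21-5p 1.03% ± 0.239 (SD, n = 6). The mean of bta-miR-451, 2.00% ± 1.82 (SD, n = 6), rested on control cow 3, where it held 5.65% (95% Wilson interval 5.47% to 5.83%) against 0.709% to 1.64% in the other cows. In the same cow bta-miR-92a was also the highest, at 2.34% (95% Wilson interval 2.22% to 2.46%) against 1.54% to 1.81% elsewhere. From the immune-related miRNAs among the most highly expressed ones, the paper concludes that the nucleic acid components of milk have an immune function.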

Meanwhile, 14 sheep miRNAs in the top 20, accounting for about 98%, were immune-related: oar-miR-148a, oar-let-7b, oar-let-7a, oar-miR-21, oar-let-7c, oar-let-7i, oar-miR-26a, oar-let-7f, oar-miR-125b, oar-miR-143, oar-miR-27a, oar-miR-181a, oar-miR-191, and oar-miR-200b. Besides let-7f and let-7b, sheep milk EVs contained more let-7 family miRNAs, including oar-let-7a, oar-let-7c, oar-let-7i and oar-let-7g. Meanwhile, the highly expressed oar-miR-125b and oar-miR-10b in sheep milk EVs belonged to miR-10 family.

### 3.4. Target Gene Function Analysis of the Top 20 EV-miRNAs in Cow and Sheep Milk

The target genes of the top 20 EV-miRNAs in cow and sheep milk were predicted and conducted function analysis by KEGG (Figure 4). The number of target genes with significant changes in KEGG pathway was 6213 in cow milk EVs, and only 88 in sheep milk EVs. In addition, the total number of genes in the KEGG pathway was 21,096 in cow milk EVs, and 14,757 in sheep milk EVs, which also resulted in the remarkable difference in the *p*-Value in different ruminants. The top 20 pathways in cow milk were related to aflatoxin biosynthesis, ECM-receptor interaction, cGMP-PKG signaling pathway, focal adhesion, phospholipase D signaling pathway, lysine degradation, vascular smooth muscle contraction, dorso-ventral axis formation, chemokine signaling pathway, glycerophospholipid metabolism, PI3K-Akt signaling pathway, longevity regulating pathway, endocrine and other factor-regulated calcium reabsorption, axon guidance, cholinergic synapse, regulation of actin cytoskeleton, aldosterone synthesis and secretion, estrogen signaling pathway, cAMP signaling pathway and oxytocin signaling pathway. Meanwhile, the top 20 pathways in sheep milk were protein processing in endoplasmic reticulum, ubiquitin mediated proteolysis, cell adhesion molecules, glycosylphosphatidylinositol-anchor biosynthesis, peroxisome, ABC transporters, RNA degradation, inositol phosphate metabolism, circadian entrainment, phospholipase D signaling pathway, Ras signaling pathway, phosphatidylinositol signaling system, thyroid hormone signaling pathway, glutamatergic synapse, Rap1 signaling pathway, AMPK signaling pathway, insulin signaling pathway, neuroactive ligand-receptor interaction, axon guidance and calcium signaling pathway. Although KEGG analysis showed different potential functions in cow and sheep milk EV-miRNAs, there were still some shared pathways among different species—lipid metabolism (phospholipase D, glycerophospholipid and glycosylphosphatidylinositol), calcium metabolism, and nerve conduction (axon guidance and synapse).

### 3.5. Validation of Selected miRNAs by Quantitative RT-PCR

Figure 5 showed the validation results of the selected miRNAs by quantitative RT-PCR. The relative expression of all eight miRNAs (oar-miR-199a-3p, oar-let-7c, oar-let-7i, oar-miR-143, oar-miR-200b, oar-miR-10a, oar-miR-103, and oar-let-7f) was positively correlated with the reads of their miRNAs generated from sequencing. The similar trends of quantitative PCR results and miRNA-sequencing results indicated the accuracy of the sequencing data.

## 4. Discussion

Milk composition is influenced by many factors, such as species and genetics, lactation stages, environmental conditions, and nutritional status [4]. Emerging genomics tools, especially next generation sequencing, facilitated the identification of pathways through which the milk components regulated maternal mammary gland development and infant growth, laying the foundation of nutrigenomics [24]. The outputs of ruminant nutrigenomics could benefit the performance of dairy cattle and modify the milk components for the increasing demands of “healthy” food of consumers [25]. Sheep milk was more suitable for infants than cow milk because it contained higher and human-like contents of minerals, vitamins, non-protein nitrogen, and essential bioactive proteins include immunoglobulins, transferrin, lactoferrin, ferritin, proteose peptones, prolactin, calmodulin, and folate-binding proteins [26]. However, few studies have focused on the novel sheep milk bioactive EVs. Therefore, this study clarified the sheep milk EV-miRNA profiling by next generation sequencing and made a comparison with our previous research on that of cow milk (GSE142145), providing references for sheep milk active compounds and nutrigenomics. We found 84 *Ovis aries* miRNAs in the sheep milk EVs by aligning with the 153 mature miRNAs in the miRBase database, with 601 novel miRNAs. Accordingly, alignment with the 1025 mature miRNAs in the miRBase database, 276 *Bos taurus* miRNAs were identified in cow milk EVs by RNA sequencing, with 503 novel miRNAs (GSE142145). In addition, Chen et al. found there were 176 *Sus scrofa* miRNAs, with 315 novel miRNAs, in the pig milk EVs aligned with a total of 457 miRNAs in miRBase database [27]. Similarly, Zhou et al. found 639 *Homo sapiens* miRNAs in the human milk EVs aligned with a total of 2654 miRNAs in the database [28]. 

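In the deposited count table, 276 known miRNAs and 503 predicted miRNAs had at least 1 count in at least 1 of the 6 cows. Single cows held fewer of them. Known miRNAs numbered 174, 183 and 181 in the control cows and 176, 141 and 142 in the replacement cows, and predicted miRNAs numbered 238, 208 and 242 in the control cows and 227, 201 and 193 in the replacement cows. Both numbers depended on the detection limit. In every cow, 103 known and 89 predicted miRNAs were detected, whereas 81 known and 252 predicted miRNAs had counts in 1 cow only. With at least 10 counts in at least 1 cow required, 210 known and 325 predicted miRNAs were left. Known miRNAs took 22.1% ± 6.62 (SD, n = 3) of all miRNA counts on the control diet and 34.3% ± 8.19 (SD, n = 3) on the replacement diet (two-sided exact permutation test, p = 0.2), so most counts fell on predicted miRNAs. A single predicted sequence, GCCTTGGTGGTTCAGTGG, which is listed under 2 predicted names, took 59.7% ± 8.92 (SD, n = 3) of all miRNA counts on the control diet and 38.7% ± 2.57 (SD, n = 3) on the replacement diet. The diets did not overlap in this share (two-sided exact permutation test, p = 0.1, the smallest p that 3 cows against 3 allow). Whether this sequence is a miRNA is uncertain. It contains the pattern of the A box of tRNA genes, so a tRNA fragment is a candidate, and it was not matched to a genome here. The predicted miRNAs were also shorter than the known ones, with 209 of the 503 at 18 nt, the shortest length in the table, against 1 of the 276 known miRNAs, while 134 known miRNAs had 22 nt.

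**Figure D2:**
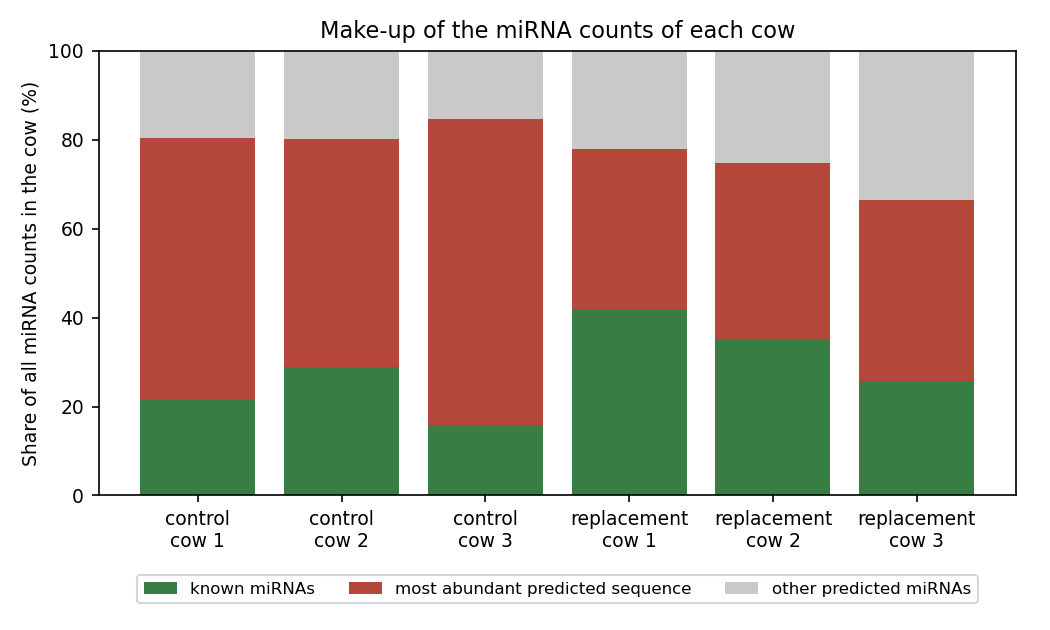
Share of all miRNA counts (%) taken in each of the 6 cows by known miRNAs (green), by the most abundant predicted sequence (red) and by the other predicted miRNAs (grey). Known miRNAs took between 15.8% (control cow 3) and 42.0% (replacement cow 1).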

Since research on milk EV-miRNAs among species is limited, and is especially scarce in sheep, we could not evaluate what the exact numbers were in the milk EV-miRNAs of specific species. At the same time, before we could figure that out, it was also important to expand the database we used.

Milk is an abundant source of evolutionary conserved EV-miRNAs between mammals [29]. Therefore, function studies from other species on the highly conserved miRNAs might also be applied to cow or sheep. We found that miR-26a, miR-191, let-7f, let-7b and miR-10b were highly expressed in both cow and sheep milk EVs, implying their possible significance in neonatal growth and development. In addition, compared with cow milk EVs, those of sheep contained more let-7 family and miR-10 family miRNAs. 

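The cow sequences of these miRNAs and their genes are as follows, with gene names and neighbours from the RefSeq annotation of the cow assembly ARS-UCD2.0. The authors aligned to another version of the cow assembly, so no coordinates are given. The mature bta-miR-26a is TTCAAGTAATCCAGGATAGGCT, and 2 genes carry it, MIR26A-1 within the span of CTDSPL and MIR26A-2 within that of CTDSP2. The mature bta-miR-191 is CAACGGAATCCCAAAAGCAGCTG, and its gene MIR191 lies within 10 kb of MIR425 and MIR191B. For bta-let-7f, TGAGGTAGTAGATTGTATAGTT, there are also 2 genes. One, MIRLET7F-1, stands beside MIRLET7A-1 and MIRLET7D, and the other, MIRLET7F-2, lies within HUWE1 beside MIR98. The mature bta-let-7b is TGAGGTAGTAGGTTGTGTGGTT, and its gene MIRLET7B lies beside MIRLET7A-3 within an uncharacterized protein-coding gene. The mature bta-miR-10b is TACCCTGTAGAACCGAATTTGTG, and its gene MIR10B lies within HOXD4. Some of these counts are uncertain because close relatives could share reads. In the deposited table bta-let-7f and bta-let-7a-5p differ by 1 nt, as do bta-let-7b and bta-let-7c, and bta-miR-10b and bta-miR-10a. The relatives held 26698 against 16661 counts in the first pair over all cows, 13538 against 1558 in the second and 8343 against 3116 in the third. For bta-miR-26a the nearest relative was bta-miR-26b, which differs by 2 nt and held 2428 counts against 117747. No known miRNA within 2 nt of bta-miR-191 was listed. From their high expression in both species, the paper proposes a role of these miRNAs in neonatal growth and development.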

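On the cow side of this comparison, 8 members of the let-7 family were counted in cow milk EVs, each in every cow, and together they held 10.9% ± 0.918 (SD, n = 6 cows) of the counts of known miRNAs. Besides let-7f and let-7b, the family included bta-let-7a-5p with 2.74% ± 0.371 (SD, n = 6), and these 3 were the members among the 20 highest. The others were lower by more than their spread. The share was 0.612% ± 0.168 (SD, n = 6) for bta-let-7d, 0.502% ± 0.147 (SD, n = 6) for bta-let-7i, 0.372% ± 0.145 (SD, n = 6) for bta-let-7g, 0.277% ± 0.113 (SD, n = 6) for bta-let-7c and 0.0551% ± 0.0288 (SD, n = 6) for bta-let-7e. The miR-10 family, taken as miR-10a, miR-10b, miR-99a, miR-99b, miR-100, miR-125a and miR-125b, held 8.06% ± 2.38 (SD, n = 6), from 5.01% in control cow 2 (95% Wilson interval 4.91% to 5.12%) to 11.15% in control cow 1 (95% Wilson interval 10.92% to 11.39%). Its highest member was bta-miR-99a-5p with 2.12% ± 0.526 (SD, n = 6), followed by bta-miR-125a with 1.96% ± 0.705 (SD, n = 6), and the difference between them was within the spread. Outside the 20 highest were bta-miR-125b with 0.748% ± 0.191 (SD, n = 6) and bta-miR-99b with 0.739% ± 0.213 (SD, n = 6), with bta-miR-10a and bta-miR-100 below them. Counting only bta-miR-10a and bta-miR-10b as the family lowered its share to 2.04%. Neither family differed between the diets beyond the spread between cows (two-sided exact permutation tests, p = 1 for the let-7 family and p = 0.9 for the miR-10 family). The sheep side of the comparison was not analysed here.

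**Figure D3:**
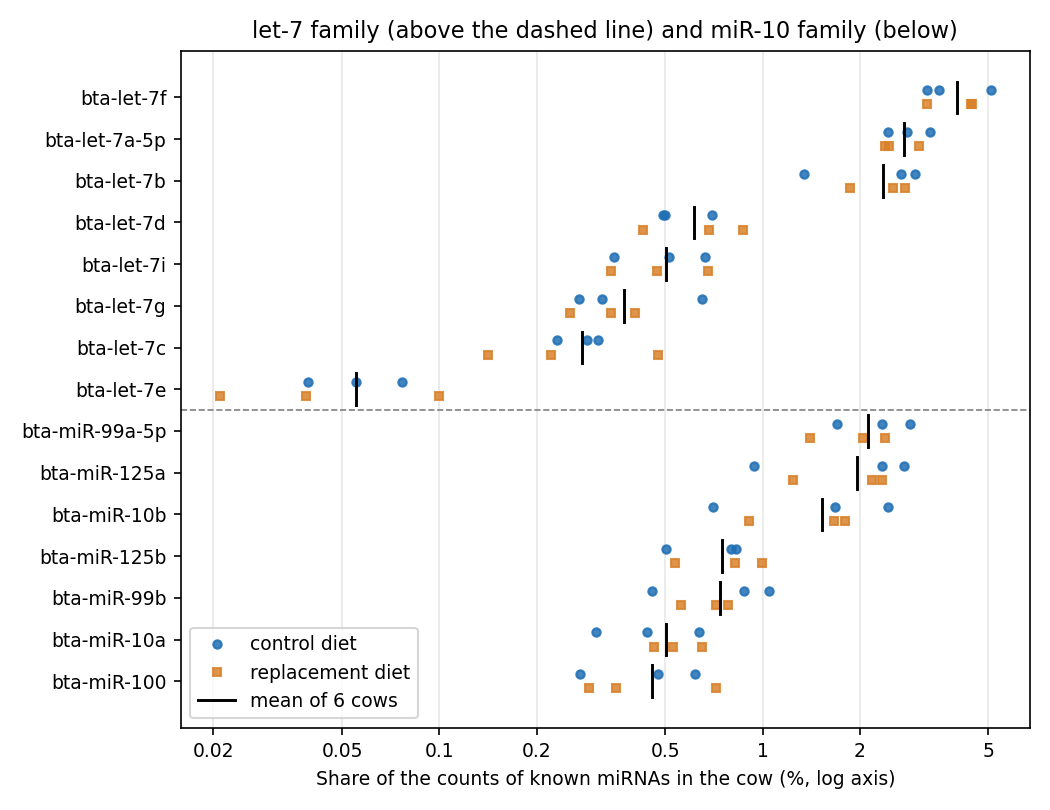
Share of each let-7 family member (above the dashed line) and miR-10 family member (below) in the counts of known miRNAs (%, log axis) for the 3 control diet cows (circles) and the 3 replacement diet cows (squares), with the mean of the 6 cows as a black line. The let-7 members run from 3.99% to 0.0551% on average.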

The miR-26a could target the transcription factor KLF4 and regulate innate immune signaling [30]. It was reported that bovine miR-191 might target genes that accelerate the developments of gut tissue and immune system [31]. As the first known human miRNA, let-7 and its family members were highly conserved across species, both in sequences and functions involving mammalian cell proliferation and differentiation, brain and limb development, and temporal regulation [32]. The miR-10 family was also highly conserved and evolutionarily ancient, playing an essential role in global protein synthesis by enhancing the translation of 5′-terminal oligo pyrimidine mRNAs [33]. In summary, these miRNAs across species might be closely related to the maintenance of life, such as cell proliferation and differentiation, protein synthesis, and the development of the gastrointestinal tract and immune system.

The most highly expressed miRNAs in the milk EVs were well-characterized and immune-related in this study, both in bovines and sheep, proving the immune function of milk in the nucleic acid components. The top expressed miR-148a in sheep was a critical regulator of B cell tolerance and systemic autoimmunity [34]. Let-7b could target Toll-like receptors (TLR) and regulate the activation of NF-*κ*B and its downstream genes related to inflammation and immune responses during infection [35]. The miR-21 in sheep milk EVs could activate the survival of memory T-cells and downregulate CC-chemokine receptor 7 protein expression in naive T-cells, thus divergently regulating the T-cell biology [36]. Similarly, miR-191 could also promote CD4+ regulatory T cell survival following common γ chain signaling [37]. In addition, the highly expressed oar-miR-125b was reported as an essential regulator for normal B-cell development, and the miR-27a in sheep milk EVs could mediate innate immune responses by negatively regulating IL-10 expression and enhancing the expression of pro-inflammatory cytokines in TLR 2 and TLR 4 [38].

The pathway analysis of the target genes of the highly expressed sheep milk EV-miRNAs mainly referred to protein processing in endoplasmic reticulum and ubiquitin-mediated proteolysis, indicating that the non-coding RNAs might regulate the protein metabolism of lambs. Moreover, cell adhesion molecules also showed dramatic significance in all the sheep EV-miRNA target pathways, which were expressed on the cell surface and facilitated the interaction and the capture of EVs, verifying the EV source of sheep milk [39]. Phospholipase D signaling pathway also held an important position in all the targets of sheep EV-miRNAs. In fact, EVs contained many types of active lipolytic moieties, especially phospholipases, to form bioactive lipid mediators [40,41]. Specifically, phospholipase D2 was abundant in EVs and its activity correlated with the amount of EVs [41], and the phospholipase D signaling pathway was also present in the cow milk, implying the shared nature of milk EVs among species. Furthermore, the shared phospholipase D and glycerophospholipid metabolism in cow milk EVs, and glycosylphosphatidylinositol-anchor biosynthesis in sheep milk EVs all referred to lipid metabolism, which is essential to the structure of EV membranes [10]. Interestingly, other shared pathways of sheep and cow included axon guidance and synapse, suggesting that milk EVs might be related to the neonatal transmission of neural signals.

It is worth noting that processing and storage could affect the stability of milk EV-miRNAs, including pasteurization, homogenization and heating in the microwave [42]. Since cheese-making is a complicated fermentation process, the changes in sheep milk EV-miRNA bioavailability in this process need further study. In addition, although most people agreed on the beneficial effects of cow milk EVs, recent researchers found that pasteurized ruminant milk EVs might introduce new pathogens to human by the miRNA cargos [43], which emphasized the importance of further research on milk EVs.

## Figures and Tables

**Figure 1:**
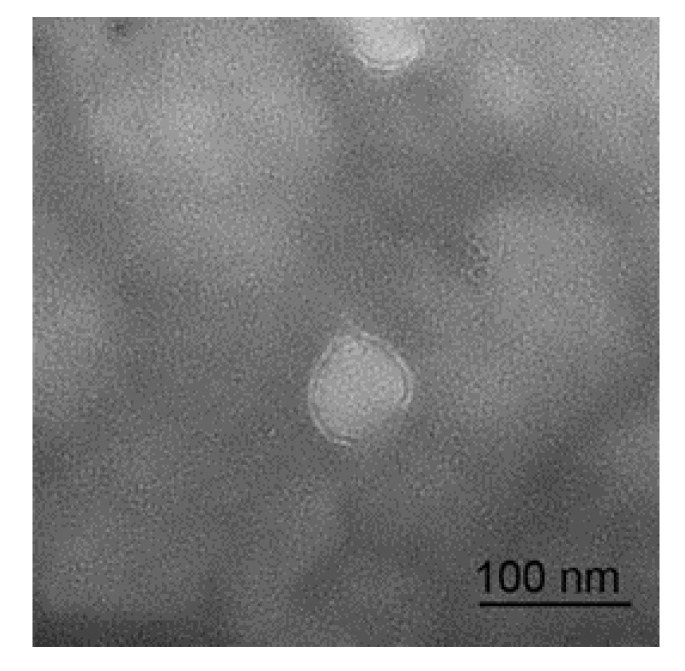
Micrograph of sheep milk extracellular vesicles (EVs).

**Figure 2:**
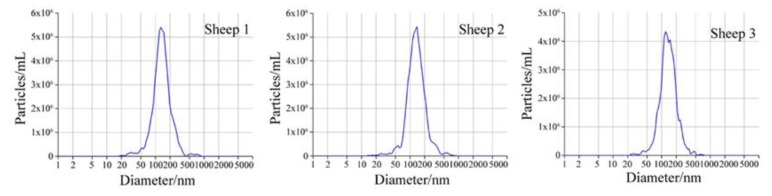
Nanoparticle tracking analysis of sheep milk extracellular vesicles (EVs).

**Figure 3:**
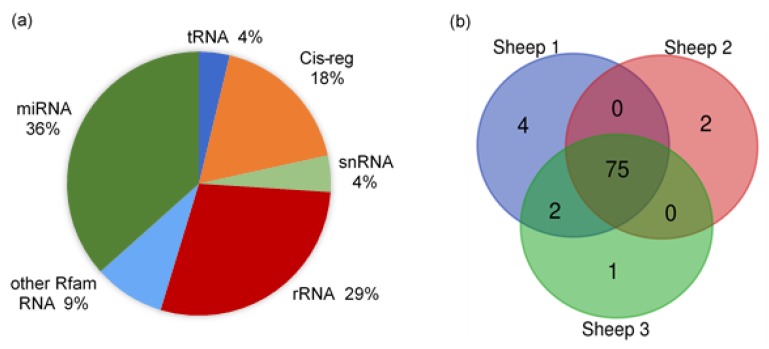
The proportion of small RNAs and annotated types of miRNAs in sheep milk EVs. (**a**) The proportion of small RNAs in sheep milk EVs. (**b**) The annotated types of miRNAs in sheep milk EVs.

**Figure 4:**
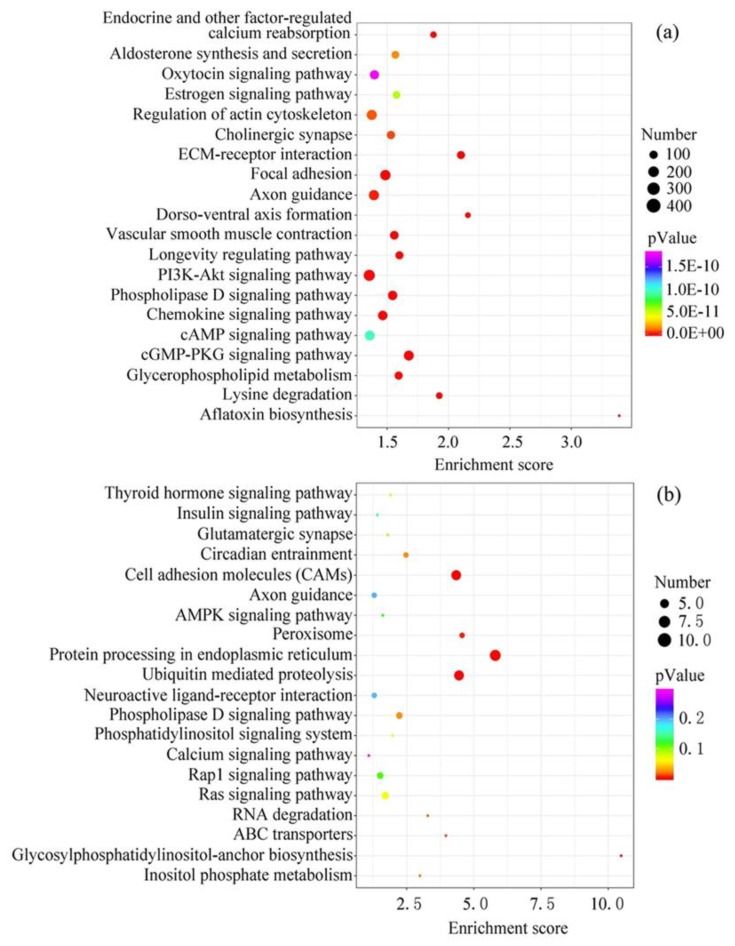
KEGG pathway analysis of the target genes of the top 20 EV-miRNAs. (**a**) Cow milk. (**b**) Sheep milk.

**Figure 5:**
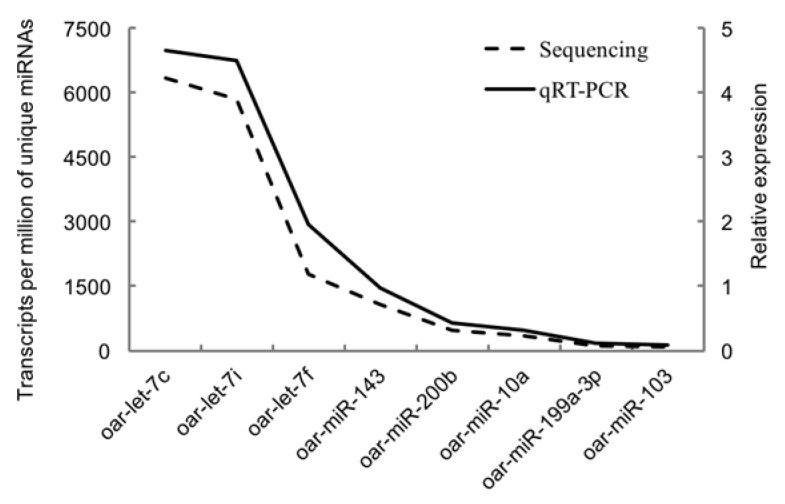
Validation results of the selected miRNAs by quantitative RT-PCR.

**Table 1:** Primers used to detect miRNA expression by qRT-PCR.

miRNA Name	Primer Sequences (5′-3′)	Length (nt)
celmiR-39-5p	AGCTGATTTCGTCTTGGTAATA	22
oar-miR-199a-3p	CGACAGTAGTCTGCACATTGGTTAA	25
oar-let-7c	CACGGCTGAGGTAGTAGGTTGTATG	25
oar-let-7i	CCGTGAGGTAGTAGTTTGTGCTGTT	25
oar-miR-143	ACGGTGAGATGAAGCACTGTAGC	23
oar-miR-200b	TAATACTGCCTGGTAATGATG	21
oar-miR-10a	TACCCTGTAGATCCGAATTTG	21
oar-miR-103	AGCAGCATTGTACAGGGCTATG	22
oar-let-7f	TGAGGTAGTAGATTGTATAGTT	22

The primer sequence of cel-miR-39-5p referred to Gu et al. [19]. The primer sequence of oar-miR-199a-3p, oar-let-7c, oar-let-7i, and oar-miR-143 referred to Jin et al. [20]. The primer sequence of oar-miR-200b and oar-miR-10a referred to Hou et al. [21]. The primer sequence of oar-miR-103 referred to Wu et al. [22]. The primer sequence of oar-let-7f referred to Du et al. [23].

**Table 2:** The top 20 highly expressed miRNAs in cow and sheep milk EVs.

Number	Cow	Sheep
1	bta-miR-26a	oar-miR-148a
2	bta-miR-191	oar-let-7b
3	bta-miR-486	oar-let-7a
4	bta-miR-151-5p	oar-miR-21
5	bta-miR-423-5p	oar-let-7c
6	bta-let-7f	oar-let-7i
7	bta-miR-30d	oar-miR-26a
8	bta-let-7a-5p	oar-let-7f
9	bta-miR-27b	oar-miR-125b
10	bta-miR-22-3p	oar-miR-143
11	bta-let-7b	oar-miR-30a-5p
12	bta-miR-99a-5p	oar-miR-27a
13	bta-miR-92a	oar-miR-127
14	bta-miR-125a	oar-miR-181a
15	bta-miR-451	oar-let-7g
16	bta-miR-150	oar-miR-191
17	bta-miR-10b	oar-miR-200c
18	bta-miR-21-5p	oar-miR-30a-3p
19	bta-miR-30e-5p	oar-miR-200b
20	bta-miR-3600	oar-miR-10b

## Abbreviations

miRNA	microRNA
EV	Extracellular Vesicle
KEGG	Kyoto Encyclopedia of Genes and Genomes
PCR	Polymerase Chain Reaction
AMPK	Adenosine Monophosphate Activated Protein Kinase
TLR	Toll-like receptors

How the deposited data were processed for this re-analysis (not part of the article)

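The data were small RNA sequencing of milk EVs from 6 Holstein cows, 3 on a control diet and 3 on a replacement diet in which whole cotton seed and soybean hull replaced part of the alfalfa hay. The sheep samples of the paper were not analysed here. Diet and cow number came from the sample labels, and the columns of the tables were matched to them by name. The numbers 1 to 3 within each diet were not treated as pairs.

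According to the methods, the authors trimmed reads with Cutadapt 1.14 and kept 15 to 41 nt, controlled quality with FASTX Toolkit 0.0.13 and NGS QC Toolkit 2.3.2, aligned to the cow genome, removed other RNA with Rfam 10.0 and BLAST, annotated known miRNAs with miRBase 22.0 and predicted further ones with miRDeep2. The authors deposited whole-number counts of reads per mature miRNA, without normalization, with the sequence and its length. The authors deposited the same values as RPM (counts scaled to a fixed total of reads) under the name TPM. Dividing each count by its value gave 1 total per cow in all listed miRNAs, so no length term was used. The authors also deposited a table of their comparison of the diets with a log2 fold change and its standard error, a linear fold change (ratio), a test statistic and a mean (2 columns treated as scores) and a p-value with its adjusted p-value. That table was used only to describe the authors' calls. The counter and its handling of strand and of reads that match several miRNAs are not stated in the paper's text.

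From the counts, the share of each known miRNA in the counts of all known miRNAs was computed per cow and averaged over cows, with SD over cows. Known miRNAs are those with a Bos taurus name of miRBase. Predicted miRNAs are the remaining sequences. The depth was 61156 to 176919 counts of known miRNAs per cow. For a value of a single cow, the 95% Wilson interval of its count is given, and 3 counts set the limit for an undetected miRNA. Intervals and limits cover counting error only. Diets were compared per list by a two-sided exact permutation test of the mean share, adjusted by Benjamini-Hochberg over 6 lists. The lists were the 13 immune-related miRNAs, the let-7 family, the miR-10 family and marker lists of red blood cells (8 miRNAs), leukocytes (8) and mammary epithelium (11), all written before the data were examined. Of the red blood cell list 3 miRNAs are in the cow column of Table 2, of the leukocyte list 1 and of the mammary epithelium list 0, and no miRNA is in more than 1 marker list. With 3 cows against 3 the smallest possible p is 0.1.

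Diets were compared per miRNA with edgeR 4.0.16 (TMM normalization, default filter on low counts, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3, with DESeq2 1.42.0 and limma 3.58.1 as alternatives. Both tools were tested on simulated counts in which 200 miRNAs changed by 3 on the log2 scale. At the dispersion of the real data, edgeR called 34 of the 73 changed miRNAs that passed the filter and 0 of 193 unchanged ones, and DESeq2 called 75 of 196 changed and 2 of 559 unchanged ones. Other calculations used Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.

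The miRNAs named in the text are the cow miRNAs of Table 2, members of the let-7 and miR-10 families, the bovine counterparts of the sheep miRNAs of Table 2, members of the marker lists and, for diet, up to 5 higher and 5 lower miRNAs with the largest change among those with an adjusted p under 0.05 and no overlap between diets. Other names were chosen after their values were seen: bta-miR-192, bta-miR-199a-3p, bta-miR-3604, bta-miR-2284x, bta-miR-2285bg, the close relatives of a named miRNA and all predicted sequences. Of 31 miRNAs looked up in the RefSeq gene table of ARS-UCD2.0, 31 had a precursor gene. Alternatives set before the data were examined were pooled counts, the median over cows, the deposited TPM, each diet alone, each cow left out in turn, other totals, other detection limits, other family definitions, and other tools, normalizations and filters for diet. Target gene and KEGG results, EV size, quantitative PCR and all sheep values were left out because they do not come from these counts.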

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

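The edgeR fits and the difference in the red blood cell list between diets were set before the data were examined. All other tests in this part were chosen after the result was seen. Of 37 results checked for a cow apart from the other 5, 3 stood out, against 1.9 that chance gives at a rate of 5%, and these 3 share miRNAs.

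In control cow 3, bta-miR-451 held 5.65% of the counts of known miRNAs and the other cows held 0.709% to 1.64%. In the same cow bta-miR-92a held 2.34% against 1.54% to 1.81%, and the 8 miRNAs of the red blood cell list together held 20.8% (95% Wilson interval 20.5% to 21.1%) against 6.71% to 11.4%. Counting error in the smaller library of this cow does not account for it, because the lower Wilson limit of bta-miR-451 was 5.47%, above every other cow. This limit does not cover other effects of a smaller library, which stay open. A candidate explanation is RNA from red blood cells in this milk sample. If so, the 5 listed miRNAs besides bta-miR-451, bta-miR-92a and bta-miR-486 would be high there as well, and 4 of the 5 were highest in this cow, where chance gives 0.83. Their median was 3.41-fold the mean of the other cows. Among them bta-miR-144 held 0.505% against a mean of 0.0911% elsewhere, and bta-miR-185 held 0.224% against 0.0447%. The exception was bta-miR-16b. The gene of bta-miR-144 lies within 10 kb of that of bta-miR-451, so these 2 are not independent. The leukocyte list went both ways in this cow, with 2 of 8 miRNAs highest there. Of these 2, bta-miR-142-3p rested on 1 count and had no count in the other cows. Without it, the median of the list was 0.719-fold. Of the 11 mammary epithelium miRNAs, 4 were highest in this cow as well. How many of these miRNAs the mammary gland also expresses was not tested, and the design names no biological difference for a single cow. Without control cow 3, the difference in the red blood cell list between diets changed from -4.01 to -0.249 percentage points.

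The sequence GCCTTGGTGGTTCAGTGG, listed as novel237_mature together with novel503_mature, took 49.2% ± 12.9 (SD, n = 6 cows) of all miRNA counts. The paper counts the predicted miRNAs but does not discuss this sequence. It does not come from a single library, since its lowest share in a cow was 35.8%. A second sequence, GCCTTTGTGGTTCAGTGG (novel213_mature), held 3.56% ± 0.176 (SD, n = 6) of its counts in each cow. The ratio of the 2 differed 1.15-fold between the highest and the lowest cow, the smallest range among 65 sequences with at least 100 counts in every cow (next smallest 1.43, median 4.76). This is consistent with misread or variant copies of the same RNA, and a separate miRNA regulated with it stays open.

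A further candidate explanation for the predicted miRNAs is fragments of tRNA. The A box of tRNA genes has the pattern TRGYNNARNNG, which this sequence contains. The test was first run with related sequences included and then limited to unrelated ones. Outside its own family, 13 of 409 unrelated predicted sequences contained the pattern, and in 1000 shuffles of the same sequences the mean was 2.26 and the highest number 7. Among 225 unrelated known miRNAs the number was 0, against a mean of 1.48 in shuffles. The pattern may thus mark some tRNA fragments among the predicted miRNAs. It says nothing about the sequences without it, and the sequences were not matched to a genome here.

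The same sequence was lower on the replacement diet, at 9655 ± 1410 (SD, n = 3) RPM against 19634 ± 4247 (SD, n = 3) RPM on the control diet, a difference of -9979 RPM. A rise of known miRNAs alone would have left these values alike, and the reads per cow could not account for it, since their mean on the replacement diet was 1.0 times that on the control diet. The diets did not overlap, but whether this is an effect of the diet or of which cows received it cannot be told apart, because p = 0.1 (two-sided exact permutation test) is the smallest that this design gives. In the edgeR test its log2 fold change was -1.28 (standard error 0.36, adjusted p = 0.593). Over the settings this change ran from -1.37 without control cow 2 to -0.624 with library size alone. The adjusted p ran from 0.0166 with no filter to 0.982 with the cow number as a block, and it was 0.0232 without control cow 3. Predicted sequences also went the other way. On the replacement diet novel68_mature held 2381 ± 704 (SD, n = 3) RPM, against 954 ± 401.5 (SD, n = 3) RPM on the control diet. For novel13_mature these values were 302 ± 16.9 and 186 ± 48.5 RPM. In contrast, novel213_mature was lower, at 334 ± 59.6 against 724 ± 181 RPM. Each gave p = 0.1 (two-sided exact permutation test), and chance alone separates 10% of sequences in this design. In the edgeR test the log2 fold change was 0.989 for novel68_mature and 0.356 for novel13_mature (adjusted p = 0.986 for both). It was -1.38 for novel213_mature (adjusted p = 0.593). On edgeR's normalized scale the diets overlapped for novel68_mature and novel13_mature. Other RNA classes that share the total of reads, and the diet itself, stay open.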

How the results depend on the processing

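Settings were fixed before the data were examined, apart from those said to be chosen later.

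Detection counts depended on the limit. With 1 count required in every cow, 103 known and 89 predicted miRNAs were detected, with 10 counts in at least 1 cow 325 predicted miRNAs, and in the replacement diet cows alone 319 predicted miRNAs. The deposited TPM above 0, the control diet cows alone and leaving out each cow in turn stayed within 1.5 times of both counts.

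With known and predicted miRNAs as the total, the shares fell to 17.05% for the 13 immune-related miRNAs, 22.6% for the 20 most abundant, 11.7% for the 5 shared with sheep, 3.04% for the let-7 family and 2.16% for the miR-10 family, because the predicted sequences held most counts. With the 20 most abundant known miRNAs as the total, the 13 immune-related miRNAs held 74.4% and the 5 shared ones 50.1%. With the 20 cow miRNAs of Table 2 as the total, chosen after seeing the data, the 13 held 74.6%, or 76.3% with the deposited TPM and 76.4% with pooled counts. The miR-10 family limited to bta-miR-10a and bta-miR-10b held 2.04%. Pooled counts, the median over cows, the deposited TPM, each diet alone and leaving out each cow moved none of these 5 shares by more than 1 SD between cows. Of 22 single miRNA shares, 21 were lower by more than 1 SD with predicted miRNAs in the total, and none moved that far under the other settings.

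Several diet differences in list shares changed direction. With predicted miRNAs in the total, that of the 13 immune-related miRNAs rose from 2.04 to 7.86 percentage points (two-sided exact permutation p = 0.2), and the others reversed to 1.28 points for the let-7 family (exact permutation p = 0.1, the smallest possible), 0.824 for the miR-10 family, 0.408 for the red blood cell list, 0.174 for the leukocyte list and 0.0673 for the mammary epithelium list. Leaving out each cow in turn, the difference ran from -0.878 to 5.09 for the 13 immune-related miRNAs, from -0.746 to 0.429 for the let-7 family and from -2.21 to 0.862 for the miR-10 family. In these fits the immune-related list turned negative without replacement cow 1 only, the let-7 family turned positive without control cow 3 (0.348), replacement cow 1 (0.139) or replacement cow 2 (0.429), and the miR-10 family without control cow 1 (0.862) or replacement cow 1 (0.65). The shift with predicted miRNAs in the total follows from the total itself. Known miRNAs took 34.3% ± 8.19 (SD, n = 3) of all counts on the replacement diet and 22.1% ± 6.62 (SD, n = 3) on the control diet (exact permutation p = 0.2). This raises each list of known miRNAs on the replacement diet. The cause of the reversals on leaving out a cow was not tested.

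The edgeR test called 0 of 227 miRNAs between diets, with 8 at an unadjusted p under 0.05. DESeq2 called 7 (6 higher and 1 lower on the replacement diet) of the 390 miRNAs to which it gave an adjusted p, and edgeR with no filter called 15 (10 higher and 5 lower) of 779. The other size factors, library size alone, the stricter filter, known miRNAs alone, the 3 limma fits and the adjusted p under 0.1 called 0. The fits that each left out one cow called from 0 to 1. Without control cow 2 that was novel141_mature and without control cow 3 novel237_mature, both named after their values were seen. No known miRNA was called under any setting. Library size alone moved the median log2 change from 0.03 to 0.62. No pairing by cow number was seen. The correlations of deviations were -0.11, -0.16 and 0.18 between cows of the same number and ran from -0.26 to 0.32 between the others. A fit with the number as a block called 0 miRNAs (7 at an unadjusted p under 0.05). With 3 cows per diet, these values cannot exclude that cows of the same number shared a condition. The depth limits low miRNAs most, as 66 known and 178 predicted miRNAs had fewer than 10 counts in each cow.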

Differences from the paper's values

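With the main settings, no recomputed value lay more than 1.5 times away from the paper's value. Some alternatives set before the data were examined went further. With 1 count required in every cow there were 103 known and 89 predicted miRNAs, with 10 counts in at least 1 cow 325 predicted miRNAs, and in the replacement diet cows alone 319. With predicted miRNAs in the total the share of the 13 immune-related miRNAs was 17.05%, and in the control diet cows alone bta-miR-30d ranked 11 and bta-miR-451 ranked 8. The number of known miRNAs was 276 here and in the paper, and that of predicted miRNAs 503 here and in the paper.

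For the 13 immune-related miRNAs the paper gives a share of 76% and the value here was 59.5% of the counts of known miRNAs. With the 20 most abundant known miRNAs as the total it was 74.4%. With the 20 cow miRNAs of Table 2 as the total, chosen after seeing the values, it was 74.6%, and it reached 76.3% with the deposited TPM and 76.4% with pooled counts.

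The paper's cow column of Table 2 ends with bta-miR-3600, which ranked 21 here, and it leaves out bta-miR-192, which ranked 18. Of the 20 miRNAs, 11 had the paper's rank and the largest shift was 2 ranks. With pooled counts and with the deposited TPM, all 20 had the paper's rank.

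The paper names 5 miRNAs as highly expressed in both species. If a -5p ending is ignored, 7 names are in both columns of Table 2, with let-7a and miR-21 as the additional ones. The mean cow share was 2.74% ± 0.371 (SD, n = 6 cows) for bta-let-7a-5p and 1.03% ± 0.239 (SD, n = 6) for bta-miR-21-5p.

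The paper states that sheep milk EVs contained more miR-10 family miRNAs than cow milk EVs. Of the miR-10 family, the cow column of Table 2 lists 3 names and the sheep column 2, and for the let-7 family these numbers are 3 and 6. The sheep counts were not analysed here.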

Other observations

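The edgeR and DESeq2 tests and the list comparisons between diets were set before the data were examined. The other tests in this part were chosen after the result was seen.

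The paper does not compare the diets. The edgeR test called 0 of 227 miRNAs at an adjusted p under 0.05, with 8 at an unadjusted p under 0.05 and a smallest adjusted p of 0.593. All 10 of the 10 splits of the 6 cows into groups of 3 gave as many calls, since none gave any. The authors' deposited table lists 41 miRNAs with an unadjusted p up to 0.048, of which 7 have an adjusted p under 0.05 and none of these 7 is a known miRNA. DESeq2 run here gave the same 41 and the same 7. Of the 41, 26 had no count in all 3 cows of 1 diet. Of the 7, 6 had fewer than 10 counts in at least 1 cow of the higher diet, and 1 passed edgeR's filter, with an adjusted p of 0.593. With DESeq2, 3 of the 10 splits gave at least 7 calls, the real one included, so these calls cannot be told apart from a difference between any 3 cows and the rest. On simulated data edgeR called 34 of 73 miRNAs changed by 3 on the log2 scale. The absence of edgeR calls thus argues against changes of this size in as many of the tested miRNAs. It does not exclude them in a few.

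Across the 6 lists no difference between diets passed adjustment. The red blood cell list held 13.3% ± 6.79 (SD, n = 3) on the control diet and 9.26% ± 2.355 (SD, n = 3) on the replacement diet (two-sided exact permutation test, p = 0.4, adjusted p = 0.9). The leukocyte list held 2.63% ± 0.383 (SD, n = 3) and 2.31% ± 0.664 (SD, n = 3) (exact permutation p = 0.6, adjusted p = 0.9), and the mammary epithelium list 1.37% ± 0.285 (SD, n = 3) and 1.08% ± 0.271 (SD, n = 3) (exact permutation p = 0.3, adjusted p = 0.9). For the 13 immune-related miRNAs and the let-7 and miR-10 families the adjusted p was 0.9, 1 and 1.

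The mammary epithelium list, 4 of whose 11 miRNAs are in the sheep column of Table 2, held 1.23% ± 0.296 (SD, n = 6 cows) of the counts of known miRNAs. The first sheep miRNA of Table 2, miR-148a, ranked 27 in cow milk EVs with 0.639% ± 0.192 (SD, n = 6). In the same ranking bta-miR-200c stood at 140 with 57 counts over all cows and bta-miR-200b at 273 with 2 counts. Of the 19 sheep names of Table 2 with a listed cow counterpart, 7 were among the 20 highest in cows. Too few counts cannot account for the small share, because the highest upper Wilson limit of the list in a cow was 1.75%. For a dilution by RNA from red blood cells, some values speak against it. Without the red blood cell list the mammary epithelium list rose only to 1.39%, and in control cow 3, with the highest red blood cell share of 20.8%, it held 1.385% (95% Wilson interval 1.295% to 1.48%), no less than in the cows with the lowest ones, replacement cow 1 with 6.71% (mammary epithelium list 1.11%, 95% Wilson interval 1.06% to 1.16%) and control cow 2 with 7.58% (1.08%, 95% Wilson interval 1.03% to 1.13%). These differences between single cows are of the size of the SD between cows, and other miRNAs of red blood cells stay in the total, so a dilution cannot be told apart from low expression. The rank of bta-miR-148a without the list, 24, only reflects the 3 listed miRNAs above it. Reads lost to its relatives bta-miR-148b and bta-miR-152 did not account for it, because the sum was 0.679%, below the miRNA at rank 20. Sequence variants that the counting may have left out, and a difference between the species, stay open, since neither could be tested on these samples.

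Both bta-miR-22-3p and bta-miR-3600 are in the cow column of Table 2, and they are reverse complements. The count of bta-miR-3600 ranged from 13.0% of that of bta-miR-22-3p in control cow 3 (95% Wilson interval 11.3% to 14.8%) to 85.6% in replacement cow 1 (80.4% to 91.2%). This 6.6-fold range was looked at first, and the other pair was tested afterwards. If reads had been counted without regard to strand, the other such pair of 22 nt would show a similar ratio, but bta-miR-3604 had 1.39% of the counts of bta-miR-199a-3p, 6 against 431 (95% Wilson interval 0.635% to 3.05%). A further pair with an overlap of 18 nt, bta-miR-2285bg and bta-miR-2284x, had 5 against 33 counts, a ratio of 15.2% (95% Wilson interval 6.11% to 37.6%). This ratio lies within the range of the first pair but rests on few counts. The share of bta-miR-3604 was 0.00062% ± 0.00152 (SD, n = 6 cows) and that of bta-miR-2285bg 0.000517% ± 0.00127 (SD, n = 6). By these means and SDs, all counts of each lay in a single cow. The pooled ratios of these pairs are thus not ratios per cow like those of the first pair. Counting without regard to strand therefore stays open. Expression from both strands of the shared locus, where MIR22 and MIR3600 are neighbours, is a hypothesis that this pair leaves open. The ratio was not tested between diets.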
